A study of Mus musculus with 5 samples.

How the data were processed

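Capture Hi-C was carried out on Sertoli cells and pre-granulosa cells, the supporting cells of the male and the female gonad, sorted from mouse embryos at E13.5 (days of embryonic development). Capture Hi-C crosslinks chromatin, cuts it with a restriction enzyme (DpnII, per the labels' protocols), ligates fragments that lie close together and enriches the ligation products that contain chosen fragments, the baits. The labels describe 3 Sertoli libraries, sorted by a GFP reporter at Sox9, and 2 pre-granulosa libraries, sorted by an mCherry reporter named Enh8, each from about 100000 cells.

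The deposited data were 2 tables of interactions. Each row pairs a bait, named by the transcripts at whose promoter it lies, with another end, and gives 1 score for Sertoli cells and 1 score for pre-granulosa cells. Per the labels' sample descriptions, every library of a cell type stands behind the same column, so the tables hold no value for a single library. The scores were named by the authors as CHiCAGO scores in the names of the deposited tables. CHiCAGO is a caller that compares the read pairs of each bait and other end with a background that falls with distance, and its score rises as the p-value of that comparison falls. A score is not a read count, and the depth of the libraries is unknown here. Tool versions, read filters and the genome build were not stated in the labels or the headers, and how the libraries of a cell type were combined was not stated either. In both tables the number of rows whose higher score was under 5 was 0, so an interaction enters a table only if at least 1 cell type reached 5. An interaction listed at a score of 0 may be one without a usable value.

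The table with the original baits has single fragments as baits, with a median length of 759 bp, and bins of about 5 kb as other ends, with a median length of 5263 bp. It holds 29711 interactions of 8051 baits. The table with the extended baits has bins of a median length of 5324 bp as baits and holds 51777 interactions of 11523 baits. Its shortest cis distance is 10.0 kb, against 1.70 kb with the original baits, so it holds no cis call within 10 kb. Baits of both tables lie on chromosomes 1 to 9 and X, and baits on other chromosomes were not analysed here. The distance column matched the difference between the midpoints of bait and other end in 100% of the cis rows. Coordinates are given as in the tables, which do not name the genome build. Of the 5882 gene symbols in the bait names of the original table, 5761 were found in a RefSeq gene table of GRCm38.p6, each on the chromosome given by the interaction table. RefSeq coordinates were not used.

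An interaction was called in a cell type at a score of at least 5, and the comparisons rest on cis interactions, where both ends lie on the same chromosome. An interaction was taken as shared if the same bait and the same bin were called in both cell types, and as specific if it was called in 1 cell type with a score under 5 in the other. Bait-to-bait interactions are those whose other end carries a bait name. Shares are given with 95% Wilson intervals and medians with 95% binomial order-statistic intervals. These intervals cover counting error only. Neighbouring bins share signal, so the intervals are too narrow for the biological spread, which cannot be measured without values per library. For the same reason no p-value is given for any difference between the cell types, and every difference compares 2 pools of libraries, of 3 and of 2.

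Lists of 22 Sertoli genes, 21 pre-granulosa genes and 10 genes used by both cell types were fixed before the tables were seen. For each bait the log2 ratio of Sertoli to pre-granulosa calls was taken with a pseudocount of 1, and the median over a list was placed among 10000 random bait lists of the same size, matched on the mean number of calls. The limits were fixed before the tables were seen. Lists under the 2.5th or above the 97.5th percentile were taken as standing apart. The ratio understates the change of baits with few calls. X-chromosome baits were compared with random lists of autosomal baits in the same way. The procedure was tested on simulated data made from the 7915 baits with cis calls, with lists of 200 baits. With the odds of a Sertoli call lowered by 1 on the log2 scale, 100 of 100 simulated lists fell under the 2.5th percentile. With the odds raised by 1, the median put 0 of 100 lists above the 97.5th percentile. Tied ratios of baits with few calls may be why, but this was not tested. The mean put 100 of 100 lists above that percentile. The median therefore cannot show a shift towards Sertoli calls, and the mean was added as an alternative after the data were seen.

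The text names baits and interactions by a rule set before the tables were seen. These are the baits of 12 key genes, the 5 baits with the largest excess of calls in each cell type, and the 5 cis interactions with the largest difference of inverse hyperbolic sine (asinh) scores in each direction. Baits of other members of the gene lists, the interactions beyond 1 Mb, the bins listed at 0 and the contacts with the Y chromosome fall outside that rule and were chosen after their values were seen. The alternatives were the extended baits, thresholds of 7 and 10, a minimum distance of 50 kb, leaving out bait-to-bait interactions, merging touching bins, counting touching bins as shared, equal numbers of calls from both cell types, stricter limits for specific interactions, another pseudocount, score differences in place of call counts, and unmatched random lists. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.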

Results

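Promoter contacts were compared between Sertoli cells and pre-granulosa cells of the mouse gonad at E13.5. Sertoli cells are the supporting cells of the testis, and pre-granulosa cells are those of the ovary. The design asks which contacts of gene promoters are common to both lineages and which are found in only 1 of them. The contacts were measured by capture Hi-C in 3 Sertoli libraries and 2 pre-granulosa libraries, which the tables report as 1 score per interaction and cell type. Because the libraries of a cell type share a column, none of the values below has a replicate error, and the read depth behind the scores is unknown.

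With the original baits, the table listed 29421 cis interactions of 7915 baits and 290 trans interactions. Scores ranged from 0 to 33.2 in Sertoli cells and from 0 to 40.2 in pre-granulosa cells. At a score of at least 5, 23388 cis interactions were called in Sertoli cells and 12360 in pre-granulosa cells, a ratio of 1.89. Sertoli calls came from 6656 baits and pre-granulosa calls from 5301 baits, with a median of 2 and 1 calls per bait with a call. The median score of the called interactions was 6.49 in Sertoli cells and 6.28 in pre-granulosa cells. A threshold of 10 moved the numbers of calls most, to 3032 in Sertoli cells and 1206 in pre-granulosa cells. The table with the extended baits, which lists no cis interaction within 10 kb, gave 40214 and 28985 calls, a ratio of 1.39.

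Both cell types called 6327 interactions, which is 21.5% of the 29421 called in either. These were 27.1% of the Sertoli calls (95% Wilson interval 26.5 to 27.6) and 51.2% of the pre-granulosa calls (50.3 to 52.1). The extended baits moved the share of the Sertoli calls most, to 44.0%, and gave 60.98% of the pre-granulosa calls. Equal numbers of calls, obtained by taking the 12360 highest scores of each cell type, moved the share of the pre-granulosa calls most, to 37.8%, which was then also the share of the Sertoli calls.

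**Figure D1:**
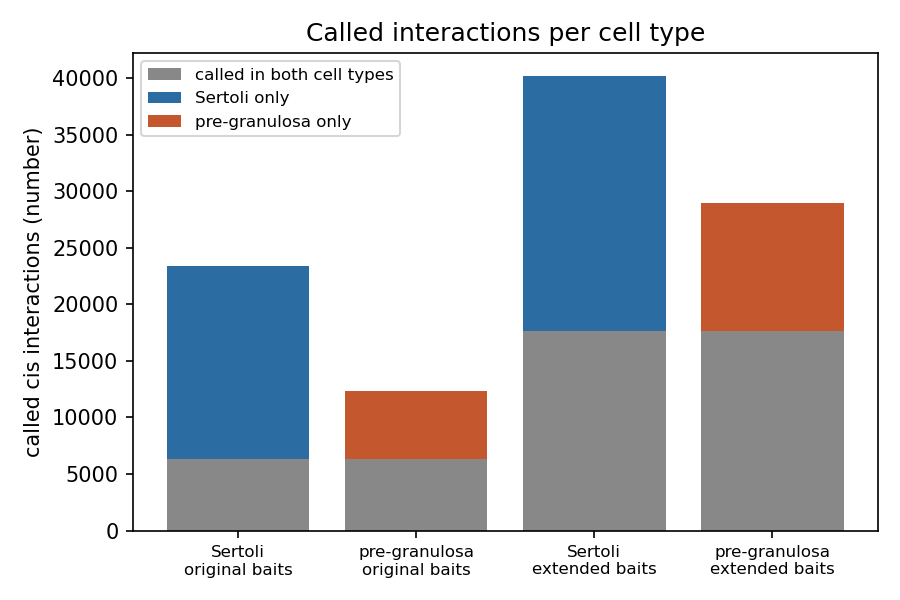
Bars give the number of cis interactions with a score of at least 5 in each cell type, for the original and the extended baits, split into interactions called in both cell types (grey) and in only 1 (blue, Sertoli; orange, pre-granulosa). With the original baits 6327 interactions were shared, against 17061 called in Sertoli cells only and 6033 in pre-granulosa cells only.

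Many of the interactions called in only 1 cell type lay close to the threshold. Of the 17061 Sertoli-specific interactions, 33.9% had a pre-granulosa score of at least 3, and 23.1% had one under 1. Of the 6033 pre-granulosa-specific interactions, 47.2% had a Sertoli score of at least 3, and 10.4% had one under 1. A threshold of 10 moved the numbers of specific interactions most, to 1104 and 138. Requiring a score under 1 in the other cell type left 3938 Sertoli-specific and 626 pre-granulosa-specific interactions. Shared interactions had higher scores than specific ones. In Sertoli cells the median score was 8.03 for shared and 6.18 for specific interactions, and in pre-granulosa cells it was 6.96 and 5.82.

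Across the 29421 interactions called in either cell type, the scores of the cell types had a Spearman correlation of -0.06. Among the 6327 called in both, it was 0.35. These correlations run across interactions, which are not independent replicates. The tables list an interaction only where at least 1 score reached 5, so pairs low in both cell types do not enter the first correlation.

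Sertoli calls lay farther from their baits than pre-granulosa calls. The median distance was 42.6 kb in Sertoli cells (95% interval 41.4 to 43.9) and 25.1 kb in pre-granulosa cells (24.2 to 26.3). Calls within 10 kb made up 21.7% of the Sertoli calls and 29.8% of the pre-granulosa calls, and calls at 200 kb or more made up 6.97% and 4.94%. The ratio of Sertoli to pre-granulosa calls rose from 1.38 within 10 kb to 2.25 between 50 and 100 kb and 2.67 between 100 and 200 kb. It was 2.71 between 200 and 500 kb and fell to 1.94 beyond 500 kb, with 64 Sertoli and 33 pre-granulosa calls. With the extended baits the ratio was highest between 100 and 200 kb, at 1.70, and was 1.57 between 200 and 500 kb and 1.61 beyond 500 kb. A minimum distance of 50 kb moved the medians most, to 106.9 kb and 100.8 kb. Shared interactions were the closest, with a median of 16.99 kb, against 53.7 kb for Sertoli-specific and 34.3 kb for pre-granulosa-specific interactions.

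Interactions called in one cell type and listed at a score of 0 in the other were also unevenly divided. They made up 5.24% of the Sertoli calls (Wilson interval 4.96 to 5.53) and 0.67% of the pre-granulosa calls (0.54 to 0.83). Between 100 and 200 kb the shares were 14.7% and 0.68% with the original baits, and 7.73% and 3.43% with the extended baits.

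**Figure D2:**
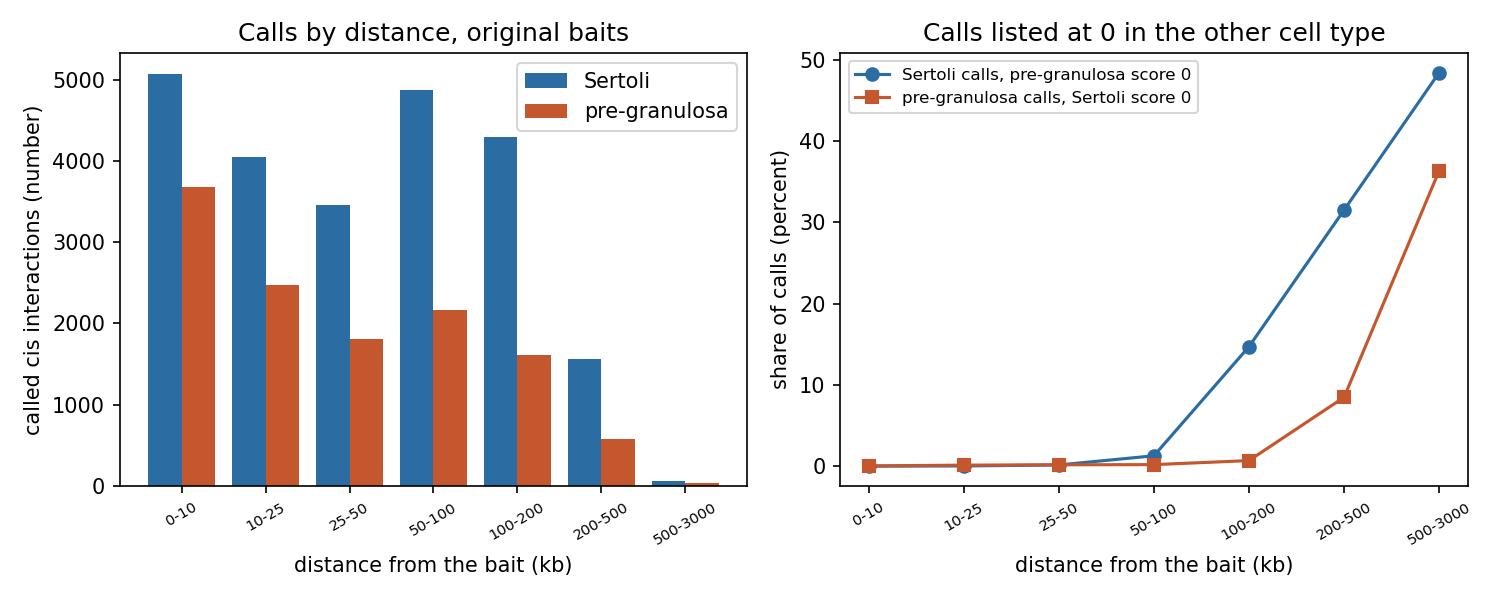
The left panel gives the number of called cis interactions per distance class (kb from the bait) in Sertoli (blue) and pre-granulosa cells (orange), original baits. The right panel gives the percent of those calls listed at a score of 0 in the other cell type, which between 200 and 500 kb reached 31.5% of the Sertoli calls and 8.48% of the pre-granulosa calls.

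Contacts between baits depended on the table. With the original baits, where baits are single fragments, 21 Sertoli calls (0.09%, 0.06 to 0.14) and 8 pre-granulosa calls (0.06%, 0.03 to 0.13) joined 2 baits, and the intervals overlapped. With the extended baits, which are bins, the shares were 55.2% (54.8 to 55.7) and 60.8% (60.2 to 61.4).

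The ratio of Sertoli to pre-granulosa calls was similar on the 9 autosomes with baits, from 1.74 on chromosome 6 to 2.12 on chromosome 8. On the X chromosome it was 0.39, with 131 Sertoli calls and 335 pre-granulosa calls from 241 baits. X-chromosome baits held 0.56% of all Sertoli calls (0.47 to 0.66) and 2.71% of all pre-granulosa calls (2.44 to 3.01). The median log2 call ratio of the X-chromosome baits was -1, against 1 in matched random lists of autosomal baits. It lay at percentile 0 of the 10000 lists. With the extended baits the ratio was 0.54 on the X chromosome and from 1.23 to 1.58 on the autosomes. With equal numbers of calls in both cell types the X chromosome kept 51 Sertoli calls against 335 pre-granulosa calls. The ratio was then 0.15 on the X chromosome and 1.02 on the autosomes, so the X chromosome still had fewer Sertoli calls relative to autosomes. The percentile of the median rose to 3.13, inside the limits. This percentile does not measure the ratio itself, and the mean was not taken under this setting.

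**Figure D3:**
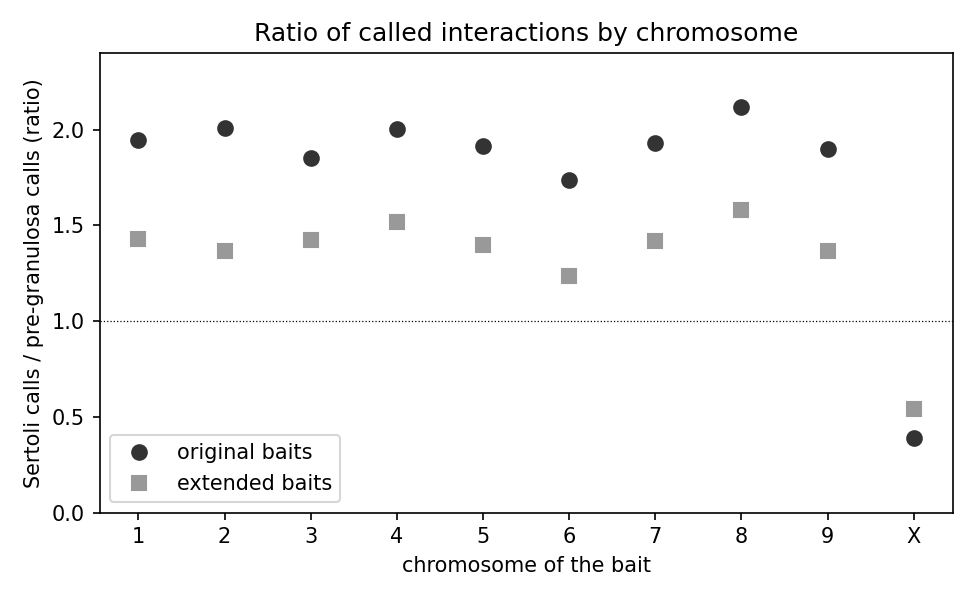
Points give the ratio of Sertoli to pre-granulosa calls by the chromosome of the bait, for the original baits (dark circles) and the extended baits (grey squares), with a dotted line at a ratio of 1. All 9 autosomes lie above 1 with both sets of baits, and the X chromosome lies at 0.39 and 0.54.

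Of the 7915 baits, 5046 (63.8%) had more calls in Sertoli cells, 1869 (23.6%) had more in pre-granulosa cells and 1000 (12.6%) had equal numbers. The difference was at most 1 call for 4623 baits (58.4%). The largest Sertoli excess was at Sugp2-202 (chromosome 8, 70256723 to 70257570), with 33 Sertoli calls and 4 pre-granulosa calls. It was followed by Urb2-201 (27 Sertoli calls and 4 pre-granulosa calls), Adar-201 (29 and 7), Rere-201 (30 and 9) and Nlrc5-202 (21 and 1). The largest pre-granulosa excess was at Agbl3-204 (chromosome 6, 34779825 to 34781325), with 18 pre-granulosa calls and 6 Sertoli calls. Aplf-202 had 11 pre-granulosa calls and 0 Sertoli calls. Abca4-201 had 15 pre-granulosa calls and 7 Sertoli calls, Ccdc73-204 had 14 and 7, and Srpk2-201 had 10 and 3. Each of these calls is a bin of about 5 kb, and touching bins are counted separately. With the extended baits the differences (Sertoli minus pre-granulosa calls) were 14 to 17 for the baits with a Sertoli excess. For those with a pre-granulosa excess they were -11 to -2, with Agbl3-204 at -5 and Aplf-202 at -2. At a threshold of 10 the differences were 4 to 8 and -3 to 0.

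Among single cis interactions, the largest score differences towards Sertoli cells spanned 216.5 to 464.3 kb. Asb4-201 (chromosome 6, 5383046 to 5383487) contacted the bin from 5153482 to 5159375 with a Sertoli score of 16.3 and was listed at 0 in pre-granulosa cells. Scnn1g-201 (chromosome 7, 121733992 to 121734740) contacted the bin from 121948280 to 121953440 with a Sertoli score of 19.8 and a pre-granulosa score of 0.27. The other 3 were contacts of Itpr1-207, C130026I21Rik-205 and Mthfs-210, with Sertoli scores of 15.7, 13.3 and 13.3, all listed at 0 in pre-granulosa cells. The bin contacted by C130026I21Rik-205 was at 0 in pre-granulosa cells for both of its interactions.

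Of the 5 largest differences towards pre-granulosa cells, 4 came from 1 region of chromosome 1. Trpm8-201 (88306022 to 88306878) contacted the bin from 88298644 to 88303099 with a pre-granulosa score of 27.7. Ugt1a1-201, Mroh2a-203 and Hjurp-204 all contacted the bin from 88242749 to 88247895, with pre-granulosa scores of 12.6, 10.8 and 10.7. All 4 were listed at 0 in Sertoli cells, as were all 6 interactions of the second bin and all 4 of the first. With the extended baits the bins have other borders, and at the bin with the largest overlap the asinh score differences of Ugt1a1-201 and Mroh2a-203 changed sign, to 0.24 and 0.12, while that of Hjurp-204 kept its sign at -0.30, and the contact of Trpm8-201 had no value to compare. The remaining one joined Olfml3-201 (chromosome 3, 103737736 to 103738111) with the bin from 103390149 to 103396047, at scores of 14.7 in pre-granulosa cells and 0.52 in Sertoli cells.

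Few of the genes with known roles in these lineages could be examined. Of the 12 key genes, 2 had a bait in the table with the original baits, and 3 with the extended baits. The other 9 were not analysed here. Wt1, which encodes a transcription factor needed for the early gonad, had 4 calls from Wt1-205 (chromosome 2, 105125689 to 105126792), all in Sertoli cells. The strongest lay at a signed distance of -50.9 kb, from 105072726 to 105077996, with a Sertoli score of 8.81 and a pre-granulosa score of 3.64. The other 3 had Sertoli scores of 5.41, 5.40 and 6.14 and pre-granulosa scores of 3.27, 1.30 and 2.19. Among the extended baits, the bin of Wt1-205 had 4 Sertoli calls and 1 pre-granulosa call, which was shared. A second Wt1 bin, of Wt1-207 and Wt1-201, had 2 Sertoli calls and 1 pre-granulosa call, also shared. Nr5a1-202 (chromosome 2, 38711437 to 38712358), a promoter of the gene for the nuclear receptor SF-1, had 1 call. It lay at -5.10 kb, with a Sertoli score of 6.35 and a pre-granulosa score of 0.99. Its extended bait, with no interaction listed within 10 kb, had 2 Sertoli calls and 1 pre-granulosa call, of which 0 were shared. That pre-granulosa call had a score of 5.996, against 2.76 in Sertoli cells. Rspo1-201, present with the extended baits only, had 4 Sertoli calls and 1 pre-granulosa call, and the cell types shared 0 of them.

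Lef1-203 (chromosome 3, 131112546 to 131113471), from the pre-granulosa list, had 5 pre-granulosa and 3 Sertoli calls. Bins from 131134913 to 131140352 and from 131140353 to 131146169 had pre-granulosa scores of 6.29 and 5.63 and Sertoli scores of 1.49 and 1.17. The bin from 131129399 to 131134912 was also called only in pre-granulosa cells, at 5.89, but its Sertoli score of 4.99 lay just under the threshold. The bin from 130795088 to 130801346 was called only in Sertoli cells, at 5.01, and was listed at 0 in pre-granulosa cells. With interactions of at least 50 kb only, the difference turned to 1 more call in Sertoli cells. Lhx9-203 (chromosome 1, 138847223 to 138849136) had 1 call in each cell type, at different bins. The bin 251.9 kb away had a pre-granulosa score of 6.48 and a Sertoli score of 0.72. The bin 310.4 kb away had a Sertoli score of 5.55 and a pre-granulosa score of 0.30. On the Sertoli list, both Col9a3 baits had equal numbers of calls in the cell types (3 and 3 for Col9a3-203, 2 and 2 for Col9a3-201). Ptgds-203 had 3 Sertoli and 2 pre-granulosa calls, Defb19-201 had 4 and 3, and Cst9-201 had 1 and 0. With the extended baits, Ptgds-203 had 13 Sertoli and 5 pre-granulosa calls, Defb19-201 had 4 and 4, and Cst9-201 had 6 and 4. The extended bait of Col9a3 had 7 and 8.

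**Figure D4:**
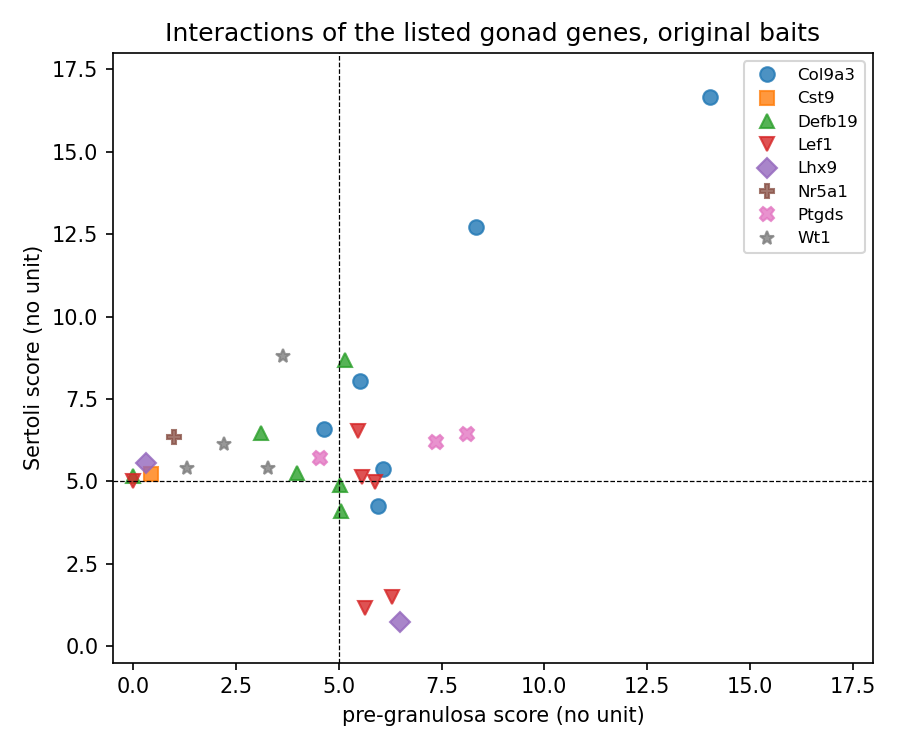
Each point is a cis interaction of a bait of a listed gonad gene (original baits), placed by its pre-granulosa score and its Sertoli score, with dashed lines at the threshold of 5 on both axes and a symbol per gene. The 4 Wt1 interactions lie above 5 in Sertoli cells and below 5 in pre-granulosa cells, and Col9a3 has the highest scores in both, 16.7 in Sertoli and 14.03 in pre-granulosa cells.

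As lists, neither group of genes lay outside the limits with the original baits. Lists this short were not tested on simulated data, and the median did not show simulated shifts towards Sertoli calls even in lists of 200 baits, so a shift of either list cannot be excluded. The Sertoli list was represented by 5 baits of 4 genes, with a median log2 call ratio of 0.32 at percentile 20.8 of the random lists. A minimum distance of 50 kb moved it most, to percentile 60.2. The pre-granulosa list was represented by 2 baits of 2 genes, with a median of -0.29 at percentile 10.2. A minimum distance of 50 kb moved its percentile most, to 23.6, while equal numbers of calls lowered it to 3.175, inside the limits. The extended baits took it past the limit of 2.5, with 6 baits of 6 genes and a median of -1 at percentile 0.165. The 5 baits of the Sertoli list had a median of 0 there, at percentile 11.5. The list of genes used by both cell types, with 2 baits of 2 genes, had 5 Sertoli calls and 0 pre-granulosa calls and a median of 1.66 at percentile 93.8, inside the limits. Its 3 extended baits had 8 and 3 calls, at percentile 69.9. These percentiles describe the tables and are not tests across replicates.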

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

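The tests in this part were chosen after the numbers of trans interactions had been seen. Interactions between different chromosomes were left out of the comparisons above. With the original baits, 252 trans interactions were called in pre-granulosa cells and 39 in Sertoli cells, and 1 was called in both. They made up 2.00% of all pre-granulosa calls (Wilson interval 1.77 to 2.26) and 0.17% of all Sertoli calls (0.12 to 0.23), although Sertoli cells had more cis calls. Of the 252, 249 were listed at a Sertoli score of 0, and of the 39 Sertoli calls, 37 were listed at a pre-granulosa score of 0. The highest score was 24.7, for Sox17-201 with a bin of chromosome 5 from 83376861 to 83382808. The difference between the cell types was not tested against a replicate spread.

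A rearrangement or an inserted reporter gene in the pre-granulosa mice would be seen as several baits of a region contacting the same distant region. The largest number of baits that linked any pair of 5 Mb windows was 2, so a rearrangement or inserted transgene that captures 3 or more baits was not seen. Baits on chromosomes other than 1 to 9 and X were not analysed here, and an insertion far from any bait would be missed. If the trans calls rested on isolated bins with few read pairs, they would rarely touch another called bin of the same bait. Only 1.19% of the pre-granulosa trans calls did (Wilson interval 0.41 to 3.44), against 23.4% of the 611 pre-granulosa cis calls at 200 kb or more (20.2 to 26.9). This is consistent with isolated bins from few read pairs. Sparse baits were a further candidate cause. For the 120 baits with a trans call and a listed cis interaction, the mean number of pre-granulosa cis calls was 1.59, at percentile 57.7 of random bait lists, but another 116 baits had no cis interaction listed and could not enter, so sparse baits cannot be excluded. In the table with the extended baits, 201 of the 252 were called again, but these come from the same libraries. The excess of trans calls cannot be told apart from noise in the pre-granulosa libraries, and no biological explanation was tested.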

How the results depend on the processing

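All but one of the alternatives were chosen before the data were examined. The mean over listed baits in place of the median was added afterwards, and it left the Sertoli list at percentile 24.0 and the X-chromosome baits at 0. The pre-granulosa list has 2 baits, whose mean equals their median, so its percentile of 10.2 could not move. No paired analysis was possible because each table holds 1 column per cell type, with no column for a numbered library, and no fit leaving out a library could be made for the same reason. The pre-granulosa list has no value at thresholds of 7 and 10, which left none of its baits. The cause of the changes listed here was not tested, except where stated.

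With the extended baits, there were 40214 Sertoli calls and 28985 pre-granulosa calls, of which 44.0% and 60.98% were shared. No cis interaction within 10 kb was listed there, so the change is not one of bait width alone. The median distances were 47.9 and 37.6 kb, the bait-to-bait shares 55.2% and 60.8%, and 11310 interactions were specific to pre-granulosa cells. The pre-granulosa list moved past the limit, to percentile 0.165, and the correlation across interactions turned positive, to 0.15.

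At a threshold of 7, there were 9389 Sertoli and 4335 pre-granulosa calls, 24.6% and 53.3% of them shared, with median distances of 34.8 and 19.2 kb. The bait-to-bait share of pre-granulosa calls was 0, the correlation was -0.0342, and 5361 Sertoli and 1213 pre-granulosa interactions were specific. At a threshold of 10, there were 3032 and 1206 calls, 22.0% and 55.2% of them shared, with median distances of 27.0 and 17.5 kb. Both bait-to-bait shares were 0, the correlation was 0.0052, and 1104 and 138 interactions were specific.

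At 50 kb or more from the bait, there were 10800 Sertoli and 4390 pre-granulosa calls, 17.9% and 44.1% of them shared, with median distances of 106.9 and 100.8 kb. The correlation was -0.12, 8862 and 2452 interactions were specific, and the Sertoli list crossed the middle of the random lists, to percentile 60.2. Counting touching bins as shared raised the shares to 38.0% of Sertoli calls and 61.7% of pre-granulosa calls. Equal numbers of calls made both shares 37.8% and lowered the Sertoli median distance to 36.7 kb and the Sertoli-specific interactions to 7693. They moved the X-chromosome baits to percentile 3.13, inside the limits, although the ratio of calls was 0.15 on the X chromosome and 1.02 on the autosomes. The pre-granulosa list moved from percentile 10.2 to 3.175, still inside the limits. Limits of 3 and 1 on the other cell type's score left 11282 and 3938 Sertoli-specific and 3184 and 626 pre-granulosa-specific interactions. Among interactions called in both cell types the correlation was 0.35.

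More Sertoli than pre-granulosa calls and a longer median distance of the Sertoli calls were found with the extended baits, at thresholds of 7 and 10, and at 50 kb or more. Leaving out bait-to-bait interactions, of which the table with the original baits lists 41, and merging touching bins changed none of the results computed under them beyond their intervals or by more than 1.5 times.

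Among the named baits and interactions, 4 values changed sign. The difference in calls of Ptgds-203 became -2 at a threshold of 7, and that of Lef1-203 became 1 at 50 kb or more. The asinh score differences of Ugt1a1-201 and Mroh2a-203 with the bin from 88242749 became 0.24 and 0.12 with the extended baits, where the bins have other borders and the bin with the largest overlap was taken. Another 49 values of named baits and interactions changed by more than 1.5 times, to 0 or from 0, and 48 did not. Of those 48, 19 came from leaving out bait-to-bait interactions, which changed no difference of a named bait, and Lhx9-203 had 0 calls in both cell types at thresholds of 7 and 10, so these show no stability. Both Col9a3 baits, at a difference of 0, moved to -1 with the extended baits. There they share the same extended bait, so the 49 changed values count this move for each of them. Col9a3-203 moved to 1 at thresholds of 7 and 10, and Col9a3-201 to 1 at 50 kb or more. The difference of Lhx9-203 moved from 0 to -2 with the extended baits.

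The unknown depth limits these results. A score depends on the number of read pairs, and 3 libraries stand behind one column against 2 behind the other, so the numbers of calls, the shared parts and the distances cannot be separated from a difference in depth.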

Other observations

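The tests in this part were chosen after the patterns had been seen in the tables, apart from the equal numbers of calls, and that of the bait design was chosen after its own result had been seen as well.

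The X chromosome had 0.39 Sertoli calls per pre-granulosa call, 0.20 times the pooled autosomal ratio of 1.93. A few loci on the X chromosome were not the cause, since 100% of the 17 windows of 10 Mb with calls had more pre-granulosa calls. Differences in distance or score composition of the X calls were tested by drawing autosomal pre-granulosa calls matched on distance and score 1000 times. The median asinh score difference (Sertoli minus pre-granulosa) of the 335 X calls was -1.03, against a median of -0.18 and a range of -0.29 to -0.06 in the draws, at percentile 0. As to the bait design of the table, the ratio was 0.54 on the X chromosome with the extended baits, under every autosome, but it rose from 0.20 to 0.38 times the pooled autosomal ratio. The extended table comes from the same libraries, so this addresses only single fragments against bins as baits. It also lacks the calls within 10 kb. A candidate explanation is that Sertoli cells, as cells of the male gonad, carry fewer X copies than pre-granulosa cells, so that fewer X read pairs were captured, although the labels give no sex. If so, X calls should be listed at a Sertoli score of 0 at least as often as matched autosomal calls. The count was 1 of 335 on the X and a median of 1 in the draws (percentile 63.7), but 43.8% of the draws had no such call, so this test could not have excluded the idea. Copy number therefore cannot be told apart from another X-wide difference, such as chromatin structure. Any list of lineage-specific contacts that includes X-linked genes may carry this chromosome-wide offset, which also means that X-linked baits need another reference than autosomal ones.

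Some other ends were listed at 0 in a cell type for every bait. Among the interactions of the extended baits, 11 bins with at least 3 interactions were at 0 in Sertoli cells for all of their 104 interactions, and 8 bins were at 0 in pre-granulosa cells for all of their 55. Placing the zeros at random 1000 times gave at most 1 such bin in either cell type. The bin of the Aldoa and Fam57b promoters (chromosome 7, 126796786 to 126801959) was at 0 in Sertoli cells for 27 baits, with pre-granulosa scores up to 33.3. The bin of the Zfp646 and Zfp668 promoters (chromosome 7, 127875132 to 127880194) was at 0 in pre-granulosa cells for 14 baits, with Sertoli scores up to 49.1. If other-end filtering in the processing set these scores to 0, the same contacts seen from the opposite bait should not be at 0. This held for 100% of the contacts listed from the opposite bait, 70 of 70 for Sertoli cells and 17 of 17 for pre-granulosa cells, and 58 and 12 of them were called there. For these contacts the zeros are consistent with bins removed in one cell type. The other interactions of these bins could not be checked, being without a listing from the opposite bait, and some of the bins, such as those of chromosome 1 from 88230386 and from 88245990, carry no bait. Score differences at such bins may therefore be artifacts of this kind. The bins near Trpm8 and Hjurp on chromosome 1 were also at 0 in Sertoli cells for all of their interactions with the original baits. The bin contacted by Asb4-201 was at 0 in pre-granulosa cells for its only interaction, and that of C130026I21Rik-205 for both of its interactions. The bins contacted by Itpr1-207, Mthfs-210, Scnn1g-201 and Olfml3-201 were not at 0 for all of their interactions. For those bins the opposite direction was not tested. With the extended baits, bins of the same region, from 88230386 to 88235460 and from 88245990 to 88251236, were instead at 0 in pre-granulosa cells for all of their 5 interactions each, as was the bin of the Hjurp-204 promoter (88267279 to 88272982) for all of its 4, with Sertoli scores up to 56.1. Thus which cell type was listed at 0 in this region differed between the tables.

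Contacts between baits with the extended baits are scored once from each side, from the same libraries. The scores from both sides had a Spearman correlation of 0.62 in Sertoli cells and 0.77 in pre-granulosa cells over 9620 pairs, which are not independent replicates. Of the contacts specific to a cell type from one side and listed from the opposite bait, 75.7% were specific to the same cell type from there (7346 of 9701). From the opposite bait, 2287 were called in both cell types and 68 only in the other cell type. The share was 80.3% for Sertoli cells and 68.5% for pre-granulosa cells. In addition, 43.9% of the Sertoli-specific and 37.8% of the pre-granulosa-specific bait-to-bait contacts were not listed from the opposite bait, against 17.7% of the shared ones. Counted in this way, the share fell short of the 80% set beforehand when both cell types were pooled and for pre-granulosa cells, but not for Sertoli cells. Because of the double counting, the 80.3% does not show that Sertoli contacts reached this limit. Of the shared contacts listed from the opposite bait, 76.0% were shared from there, counted in the same way. Contacts not listed from the opposite bait do not enter these shares, and they were more frequent among the specific contacts. Threshold noise in one direction of a contact may account for part of the specific calls.

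The farther reach of the Sertoli calls may follow from their larger number. With equal numbers of calls the medians were 36.7 and 25.1 kb, and 66.1% of the difference of 17.5 kb was kept, so the number of calls alone did not remove it. Equal numbers do not equalise depth. Among calls between 100 and 200 kb, 14.7% of the Sertoli calls were listed at 0 in pre-granulosa cells, against 0.68% in the other direction, which is consistent with fewer read pairs at long range in the pre-granulosa libraries. The asymmetry was smaller with the extended baits, at 7.73% and 3.43% between 100 and 200 kb and 20.5% and 14.2% between 200 and 500 kb. Beyond 500 kb, where calls were few, the shares were 48.4% and 36.4% with the original baits and 44.8% and 40.4% with the extended baits. The asymmetry there was smaller than between 200 and 500 kb. Read depth itself was not tested. A biological difference in reach cannot be told apart from depth here.

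With the original baits, 8 interactions spanned more than 1 Mb. Of these, 3 came from Mup7-203, a gene of a multigene family. The contact of Gm14393-201 had the longest distance (2254.2 kb), with scores of 23.1 in Sertoli and 10.3 in pre-granulosa cells. Reads shared between gene copies were not tested as a cause. The 4 contacts listed with the Y chromosome, at 90737683 to 90815231, all came from Mid1-203 near the end of the X chromosome (169978619 to 169979777). Of these, 3 were called in pre-granulosa cells, with scores of 10.3, 18.5 and 18.5, and 1 in Sertoli cells, with a score of 8.19. From the extended bait, 3 of the same contacts were called in Sertoli cells, each with a score of 6.43, and 3 in pre-granulosa cells, so 2 were shared and the split between the cell types was not kept. Pre-granulosa cells come from the ovary, so their calls with the Y chromosome should not be read as contacts of a Y chromosome. The mapping of the reads behind these contacts was not tested.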
